A study of Oryza sativa with 36 samples. Its data were reported in "Acetic-acid-induced jasmonate signaling in root enhances drought avoidance in rice" (2021).

How the data were processed

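Gene expression was measured on 36 two-colour Agilent rice oligonucleotide arrays, each holding 45151 spots. Per the labels, Nipponbare rice seedlings were grown on soil in pots until the age of 2 weeks. After draining, each pot stood in water or in a solution of acetic acid or potassium acetate at 30 mM, and roots and shoots were taken on day 2 or day 4. Each of the 12 combinations of treatment, tissue and day had 3 arrays. The group and replicate number of each array were taken from the sample titles.

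On each array, RNA of the sample was labelled with Cy5 and a reference RNA with Cy3, which per the labels came from untreated plants of the same tissue. The authors scanned the slides and read them with Agilent Feature Extraction, version 11.5.1.1 per the file headers. The deposited signals were intensity values on a linear scale, without normalization: the mean pixel intensity of each spot in each colour and the median pixel intensity of its local background. The deposited processed signals were intensity values that the software had background-subtracted, detrended and dye-normalized within the array, and these were used only in an alternative, as the log2 of the processed Cy5 signal over the processed Cy3 signal. The deposited log ratio column, the log10 of the same ratio, was used only to check the processed signals. The values of 35 arrays were rounded to 3 significant digits in the files and those of 1 array, acetic acid root day 2 replicate 2, were not. Rounding that array in the same way changed its log2 signals by at most 0.00709.

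The 2007 control spots of each array were left out, which left 43144 spots and 42418 distinct probes, of which 41889 carried a rice locus ID. The log2 ratio of Cy5 to Cy3 was computed in R 4.3.3 with limma 3.58.1. Background was corrected by the normexp method with an offset of 50, and each array was normalized by loess with a span of 0.3. Spots marked in the files as non-uniform, saturated or manually excluded were omitted, and the spots of a probe printed more than once were averaged. A probe was kept for a tissue when the scanner software called its Cy5 signal well above background in at least 3 of the 18 arrays of that tissue. This kept 37293 probes for root, 36525 for shoot and 34825 for the comparisons of both tissues.

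Roots and shoots were fitted separately in limma with 1 mean per group, and the 6 groups of a tissue shared the estimate of the spread. The treatments were compared within each tissue and day. Differences of the acetic acid effect between days or tissues were tested as interaction contrasts, day 4 minus day 2 and root minus shoot, the latter on all 36 arrays. P-values were two-sided, from the moderated statistics of limma, and were adjusted by the Benjamini-Hochberg method over the probes of a contrast. A changed probe had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The number of arrays per group limited the precision of every value.

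Lists of genes for 7 hormones, glutathione S-transferases and heat shock proteins were taken from the loci that the study assigned to each class, and none of the study's values were used. The 9 lists were tested with the camera test of limma with an inter-gene correlation of 0.01. P-values were adjusted over the 72 tests of the 8 contrasts against control, and over the 18 tests of the tissue differences. A locus was represented by its probe with the highest mean log2 intensity, and loci with a missing value in any array of the fit were omitted. The value given for a list was the mean log2 fold change over its loci.

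The genes named in the text were chosen by a rule fixed before the data were examined. It took the TIFY genes of the jasmonate list, OsbZIP23 and OsbZIP46 of the abscisic acid list, and the pair of DREB genes on chromosome 8 if the files or the reference paired their IDs. It further took, in each contrast of acetic acid against control, the 2 largest rises and the 2 largest falls, and in each contrast of acetic acid against potassium acetate the largest rise and the largest fall. These were taken among changed probes with a locus ID whose 3 arrays of one group all lay beyond the 3 arrays of the other. None of the locus IDs of the arrays matched an entry of the reference names table, which listed 39387 genes of the ASM3414082v1 assembly, so the DREB pair was not named by this rule. The 7 TIFY symbols did match it, and it lists OsTIFY11a, OsTIFY11c and OsTIFY11b as neighbours.

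The replicate numbers in the titles were shared between groups, so each fit was repeated with the replicate number within each day as a block. The pairing came from these titles only. Number 4 was held by acetic acid in shoot on both days and in root on day 4, and by potassium acetate in root on day 2. No other array of the same tissue and day had this number. In the fits of a single tissue the block therefore took up that array, and its group rested on the other arrays. Changes under the block can come in part from this. Whether the numbers paired the arrays was checked by the correlation of the arrays' deviations from their group means. The slide of each array was taken from the barcode in the file headers.

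The fits were tested on simulated data drawn from the means and spreads of the real arrays. The probes were drawn independently of each other, and every changed probe was set beyond the minimum fold change. With 200 probes changed, 200 were recovered among the 37131 probes simulated for root with 5 false calls, and 195, or 97.5%, among the 35547 probes simulated for shoot with 0 false calls. The null contrast of each simulation gave 0 false calls. The list that was moved passed the threshold in both simulations, with 0 of the other lists. As the simulated genes of a list were not correlated, this cannot test the preset inter-gene correlation. On 20000 simulated spots with a dye bias, loess brought the slope of the log ratio against intensity from -0.15 to -0.00289.

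The alternatives tried were no background correction, the log ratio of the scanner software taken from its processed signals, median centring in place of loess, Cy5 alone with quantile normalization, no filter on dim probes, marked spots kept, fits on the compared groups only, the replicate block, the slide as a random block, array weights, no minimum fold change, an adjusted p-value under 0.01, the mean of all probes of a locus, an estimated inter-gene correlation, effects from different days, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9. Drought samples and mutant plants, which the study also examined, were not analysed here.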

Results

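The data were 36 two-colour arrays of rice roots and shoots, with 3 arrays in each of 12 groups. The groups were water-treated control, 30 mM acetic acid and 30 mM potassium acetate, in root and in shoot, on day 2 and on day 4. The median Cy5 intensity of an array lay between 668.5 and 837 in root and between 397 and 1050 in shoot. The median Cy3 intensity lay between 394 and 474 on root arrays and between 276 and 438 on shoot arrays. Marked spots numbered 777 on the array of control shoot day 2 replicate 2, and between 1 and 63 on each of the other arrays. Within groups, the log2 Cy5 signals of each array correlated with those of the other arrays at 0.979 to 0.996 across probes in root and at 0.962 to 0.997 in shoot, and the lowest of these values belonged to the array with 777 marked spots. With 3 arrays per group, the number of arrays limited the precision of all comparisons.

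The arrays lay on 9 slides of 4 arrays each, and the groups were not spread evenly over the slides. Acetic acid and control arrays shared a slide in root on day 2, in root on day 4 and in shoot on day 2. Potassium acetate and control arrays shared no slide in any tissue or day, and neither did acetic acid and control in shoot on day 4 or acetic acid and potassium acetate in root on day 2. In those comparisons, slide and group cannot be told apart by the layout. In the Cy3 channel, which holds no treated sample, potassium acetate against control gave 30 and 14 probes in root and 0 in shoot. Acetic acid against control in shoot on day 4 gave 0. The ratios gave 2093, 1519, 542, 870 and 775 probes, which argues against slide effects on Cy3 as their main source. Effects shared equally by both channels cancel in the ratios. Slide effects on Cy5 alone are not tested by the Cy3 channel. Acetic acid against potassium acetate in root on day 2 is taken up below.

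The first comparison asked which transcripts in the root responded to acetic acid. On day 2, 2383 of 37293 probes changed against control, of which 1850 rose and 533 fell. On day 4, 1584 probes changed, of which 1250 rose and 334 fell. The setting that moved these counts most among those that kept the threshold was the log ratio of the scanner software, which gave 3490 and 2555 probes. With the replicate number as a block the counts were 2383 and 1512. Deviations of same-numbered root arrays from their group means had a mean correlation of 0.02 over 14 pairs, against -0.01 over 40 pairs of different-numbered arrays of the same day. Within the slide that held 3 acetic acid arrays and 1 control array of day 2, the median change of the 2383 probes in their pooled direction was 1.58 on the log2 scale, against a pooled median size of 1.57. Within the slide that held 2 arrays of each group of day 4 it was 1.57, against 1.54 pooled. These probes were selected on the pooled effect, which includes the same arrays.

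The effect of acetic acid in the root was compared between the days. Of the probes that rose on day 2, 1131 also rose on day 4, which was 61.1% of the day 2 rises and 90.5% of the day 4 rises. The falls shared by both days numbered 249, which was 46.7% of those of day 2 and 74.6% of those of day 4. The interaction contrast found 135 probes whose effect differed between the days, 130 of them with a lower value on day 4 and 5 with a higher one. This count was 80 with the replicate block, in an arrangement where same-numbered arrays correlated at 0.02. It reached 815 with array weights, the setting that moved it most. With the effect of each day taken within the slide that held both its groups, the median difference of the 135 probes in their pooled direction was 1.54, against 1.58 pooled.

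In the shoot, fewer probes passed the threshold under acetic acid. On day 2, 275 of 36525 probes changed, of which 163 rose and 112 fell. On day 4, 775 changed, of which 634 rose and 141 fell. Under the replicate block, 619 and 682 probes changed. That fit took up acetic acid replicate 4 of each day, so part of these shifts can come from leaving that array out. Without a block, leaving out acetic acid replicate 4 of day 2 gave 458 probes. Same-numbered shoot arrays deviated with a mean correlation of 0.10 over 14 pairs, against -0.03 over 40 pairs of different-numbered arrays. The log ratio of the scanner software gave 823 and 1388 probes. Within the slide that held 1 acetic acid array and 3 control arrays of day 2, the median change of the 275 probes in their pooled direction was 1.51, against 1.16 pooled. The interaction contrast between the days found 0 probes in the shoot, with 5599 probes at an unadjusted p-value under 0.05, and 0 with the replicate block, with 6853 such probes. The larger count on day 4 was therefore not shown to be a larger effect.

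Whether the acetic acid effect differed between root and shoot was tested on the 34825 probes kept in both tissues. On day 2 the effect differed for 2484 probes, of which 1867 were higher in root and 617 lower. On day 4 it differed for 1680 probes, 965 higher and 715 lower. The replicate block gave 2612 and 1646 probes, with the mean correlations of same-numbered arrays given above of 0.02 in root and 0.10 in shoot. Probes that rose under acetic acid in both tissues numbered 46 on day 2 and 264 on day 4. Probes that fell in both numbered 9 on either day. On day 2, with the effect in each tissue taken within the slide that held both its groups, the median difference of the 2484 probes in their pooled direction was 1.52, against 1.41 pooled. On day 4 the shoot groups shared no slide, so slide and group cannot be told apart by the layout there.

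Potassium acetate was the second treatment. From its effect on drought avoidance, the paper held the acetate ion to be the likely effector and excluded the acidic pH. The paper also reported that hydrochloric acid neither improved survival under drought nor made xylem sap alkaline. Under potassium acetate in root, 2093 probes changed against control on day 2, of which 1623 rose and 470 fell. On day 4, 1519 changed, of which 1224 rose and 295 fell. In shoot, 542 changed on day 2, with 332 rises and 210 falls, and 870 on day 4, with 673 rises and 197 falls. These counts became 2219, 1527, 566 and 896, in the same order, with the replicate block, where same-numbered arrays correlated at 0.02 in root and 0.10 in shoot. Of the probes that rose under acetic acid in root, 1445 on day 2 and 1044 on day 4 also rose under potassium acetate, which was 78.1% and 83.5%. Of the falls in root, 322 on day 2 and 201 on day 4 were shared, or 60.4% and 60.2%. In shoot, 140 and 525 rises were shared, or 85.9% and 82.8%, and 96 and 133 falls, or 85.7% and 94.3%. No probe changed in opposite directions under the 2 treatments, where the overlap count was 0 in each tissue and day. Both contrasts used the same control arrays, which raises the shared counts and makes opposite changes unlikely. These overlaps alone therefore do not show a common response.

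**Figure D1:**
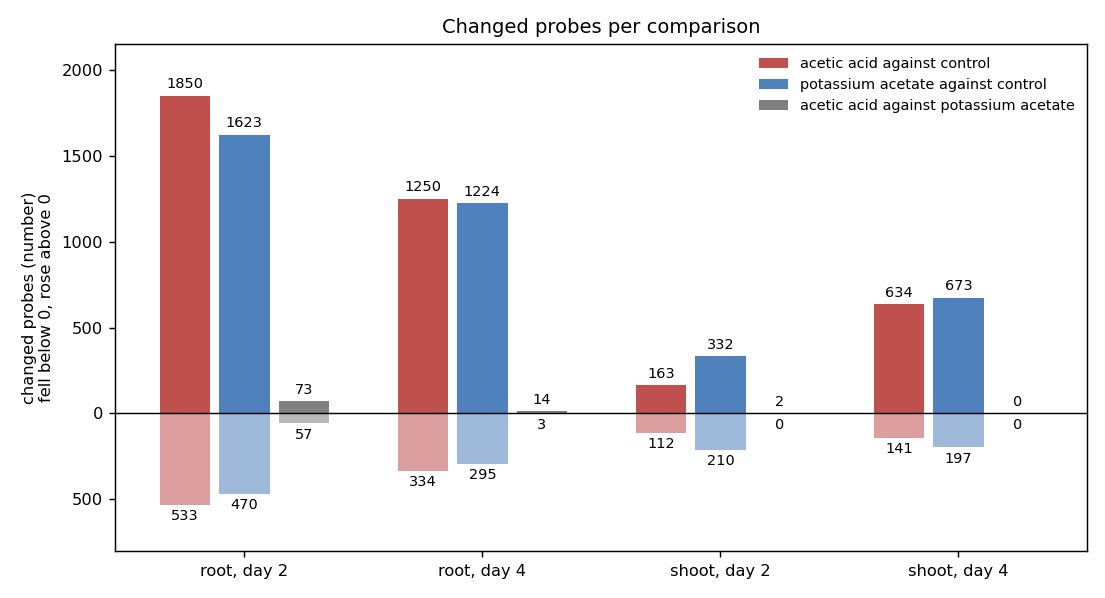
Number of changed probes (vertical axis; rises above 0, falls below 0) in each tissue and day (horizontal axis), for acetic acid against control, potassium acetate against control, and acetic acid against potassium acetate. Both treatments changed many more probes against control than against each other, with 2383, 2093 and 130 probes in root on day 2.

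The log2 fold changes of the 2 treatments were then correlated across probes, which are not independent replicates. In root, Pearson's r was 0.926 on day 2 and 0.914 on day 4, with Spearman's rho of 0.806 and 0.782. In shoot, r was 0.932 and 0.950 and rho was 0.915 and 0.923. Over the replicates taken singly, r had an SD of 0.0331, 0.0402, 0.0745 and 0.0216, in the same order (n = 3 each). Both effects used the same control arrays, which raises these values. When the acetic acid effect of a day was set against the potassium acetate effect of the other day, r was 0.865 and 0.845 in root and 0.706 and 0.717 in shoot. Fitting the replicate block gave r of 0.908, 0.919, 0.928 and 0.927, beside same-numbered correlations of 0.02 in root and 0.10 in shoot.

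A direct contrast of acetic acid with potassium acetate found few probes. In root, 130 differed on day 2, of which 73 were higher under acetic acid and 57 lower, and 17 on day 4, of which 14 were higher and 3 lower. In shoot, 2 differed on day 2, both higher, and 0 on day 4, where 1167 probes had an unadjusted p-value under 0.05. Fitting the replicate block gave 120, 0, 2 and 0 probes, where the zeros stood beside 2487 and 2972 probes at an unadjusted p-value under 0.05, and same-numbered arrays correlated at 0.02 in root and 0.10 in shoot. The count of 130 fell to 1 when only the 6 arrays compared were fitted and rose to 404 with array weights. On the slide shared by 1 acetic acid array and 3 potassium acetate arrays of root day 4, the median change of the 17 probes in their pooled direction was 1.495, against 1.62 pooled.

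Hormone-related and stress-related gene lists were compared with all other loci to ask which signaling classes responded. Of the 72 tests of 9 lists in 8 contrasts against control, 23 passed the threshold, all with a higher mean than the other loci, and 30 had an unadjusted p-value under 0.05. Under the replicate block, 26 passed, where same-numbered arrays correlated at 0.02 in root and 0.10 in shoot. These calls rested on the fixed inter-gene correlation of 0.01. When the correlation was estimated from the data, 0 of the 72 tests passed, with 13 at an unadjusted p-value under 0.05 and a lowest adjusted p-value of 0.256. No list of auxin, brassinosteroid, cytokinin, ethylene or gibberellin genes passed in any of the 8 contrasts, although 6 of their 40 tests had an unadjusted p-value under 0.05. This depended on the fit, as 3 of the 40 passed with the replicate block, all with a lower mean under potassium acetate in root: cytokinin and ethylene on day 2 and ethylene on day 4. Without the block, the ethylene list in root came closest, with a mean log2 fold change of -0.21 under potassium acetate on day 4 (adjusted p-value 0.0512, lower in 3 of 3 arrays), of -0.31 under potassium acetate on day 2 (adjusted p-value 0.0521, lower in 3 of 3 arrays) and of -0.32 under acetic acid on day 2 (adjusted p-value 0.0567, lower in 3 of 3 arrays).

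Jasmonate genes were higher under acetic acid in both tissues. Over 31 loci in root, the mean log2 fold change was 0.79 ± 0.14 (SD over arrays, n = 3) on day 2, with an adjusted p-value of 6.24e-05, and 0.56 ± 0.12 (n = 3) on day 4, with an adjusted p-value of 0.000298. Over 34 loci in shoot it was 0.29 ± 0.09 (n = 3) on day 2, with an adjusted p-value of 0.000928, and 0.63 ± 0.10 (n = 3) on day 4, with an adjusted p-value of 3.37e-07. All 3 acetic acid arrays of each group lay above the mean of the controls. However, the control arrays of shoot day 2 spread with an SD of 0.23 (n = 3), close to the size of the effect. Control replicate 3 stood at 0.26 there, and the acetic acid arrays at 0.23, 0.40 and 0.25. On leaving out 1 array, the mean of shoot day 2 ran from 0.20, without control replicate 1, to 0.42, without control replicate 3. The means were 0.79, 0.52, 0.39 and 0.51 with the replicate block, beside same-numbered correlations of 0.02 in root and 0.10 in shoot. Within slides, the mean was 0.79 in root on day 2, 0.50 in root on day 4 and 0.23 in shoot on day 2. Under potassium acetate the list rose by 0.72 and 0.51 in root and by 0.36 and 0.63 in shoot. The difference between root and shoot under acetic acid was 0.47 on day 2 and -0.11 on day 4, and neither passed, with an adjusted p-value of 0.354 for both. Taken within slides, the difference on day 2 was 0.55.

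Abscisic acid genes showed no rise past the threshold in the root. Over 40 loci, the mean log2 fold change under acetic acid was -0.01 ± 0.08 (SD, n = 3) on day 2, with an adjusted p-value of 0.893, and -0.09 ± 0.06 (n = 3) on day 4, with an adjusted p-value of 0.295. Over 43 loci in shoot it was 0.28 ± 0.08 (n = 3) on day 2, with an adjusted p-value of 5.11e-05, and 0.25 ± 0.11 (n = 3) on day 4, with an adjusted p-value of 0.000524. Control arrays of the same groups had an SD of 0.004 and 0.03 in root and of 0.03 and 0.04 in shoot. The difference between root and shoot was -0.31 on day 2, with an adjusted p-value of 0.00647, and -0.36 on day 4, with an adjusted p-value of 0.00158. Taken within slides, the difference on day 2 was -0.37. Both differences lost their call when the inter-gene correlation was estimated, with adjusted p-values of 0.296 and 0.274. Under the replicate block, the means in root were -0.01 and -0.11, those in shoot 0.33 and 0.28, and the differences -0.33 and -0.36, beside same-numbered correlations of 0.02 in root and 0.10 in shoot. Within slides, the mean was -0.01 in root on day 2, -0.12 in root on day 4 and 0.33 in shoot on day 2.

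Glutathione S-transferase genes rose in root, by a mean of 1.1 ± 0.25 (SD, n = 3) on day 2 and 0.81 ± 0.11 (n = 3) on day 4 over 59 loci, with adjusted p-values of 1.96e-08 and 4.48e-07. In shoot, over 54 loci, the mean was 0.16 on day 2, with an adjusted p-value of 0.0669, and 0.40 on day 4, with an adjusted p-value of 0.000155. Heat shock protein genes rose in root by 0.68 ± 0.06 (n = 3) on day 2 and 0.46 ± 0.06 (n = 3) on day 4 over 133 loci, with adjusted p-values of 0.000289 and 0.00321. Their means in shoot were 0.03 and 0.05, with adjusted p-values of 0.7 and 0.977. The tissue difference passed for heat shock protein genes on both days, at 0.65 and 0.40, and for glutathione S-transferase genes on day 2, at 0.98. Taken within slides, the differences of day 2 were 0.67 for heat shock protein genes and 0.87 for glutathione S-transferase genes. On day 4 the difference for the latter was 0.43, with an adjusted p-value of 0.0873. The tissue differences with the replicate block were 0.67 and 0.40 for heat shock protein genes and 0.96 and 0.43 for glutathione S-transferase genes, beside same-numbered correlations of 0.02 in root and 0.10 in shoot. Of the 18 tests of tissue differences, 5 passed, and 0 did with the estimated correlation, with 3 at an unadjusted p-value under 0.05.

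**Figure D2:**
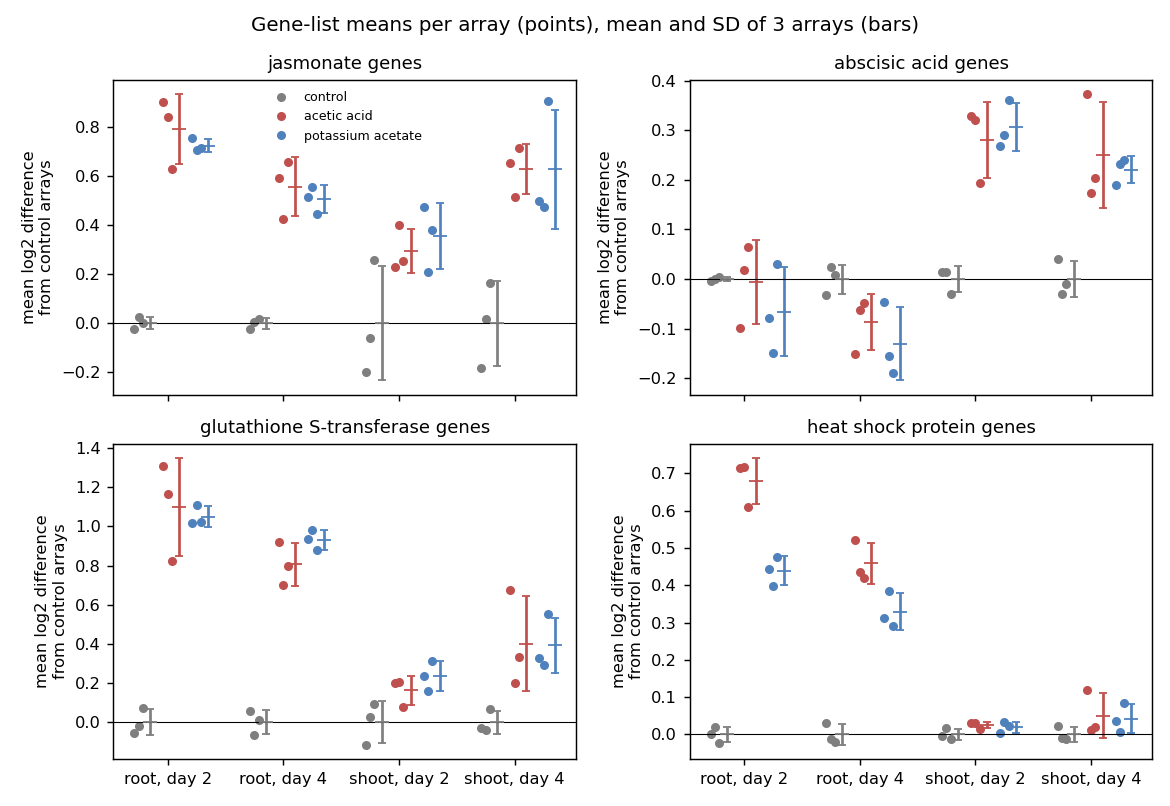
Mean log2 difference from the control arrays (vertical axis) over the loci of 4 gene lists, per array (points) with the mean and SD of 3 arrays (bars), for control, acetic acid and potassium acetate in each tissue and day (horizontal axis). Jasmonate genes were higher in both tissues under acetic acid, by 0.79 in root and 0.29 in shoot on day 2, whereas abscisic acid genes were higher in shoot, by 0.28, and not in root, at -0.01.

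Per the paper, JASMONATE ZIM-domain/TIFY proteins repress jasmonate signaling. It divides their genes into those induced by jasmonate, by abscisic acid, or by either hormone. It counts OsTIFY11c and OsTIFY11d among the genes responsive to either hormone. The jasmonate list held 7 TIFY genes. Under acetic acid, 6 of the 7 changed in root on day 2 and 4 on day 4, all rising, and 0 changed in shoot on day 2 and 4 on day 4. Under potassium acetate these numbers were 5, 3, 0 and 4. The counts moved with the replicate block, to 6 and 3 in root and 1 and 1 in shoot under acetic acid and to 4, 3, 1 and 5 under potassium acetate, beside same-numbered correlations of 0.02 in root and 0.10 in shoot. In the 8 contrasts, all 7 genes had a positive log2 fold change, except that the value of OsTIFY11a under potassium acetate in root on day 2 was negative with the replicate block, at -0.09, and with Cy5 alone, at -0.09. On leaving out single control arrays, OsTIFY11a also fell below 0 in root, under potassium acetate on both days and under acetic acid on day 4, and OsTIFY11b in shoot on day 4 under potassium acetate, with a lowest value of -0.04. In root on day 2 under acetic acid the values ran from 0.60 for OsTIFY11a to 4.16 for OsTIFY11c, and in shoot on day 2 from 0.21 to 0.84.

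OsTIFY11c (Os03g0180900) had a log2 fold change under acetic acid of 4.16 ± 0.36 (SE, n = 3 per group) in root on day 2, with an adjusted p-value of 4e-07, and of 3.27 ± 0.36 on day 4, with an adjusted p-value of 1.01e-05. In shoot it was 0.84 ± 0.60 on day 2, with an adjusted p-value of 0.334, and 2.15 ± 0.60 on day 4, with an adjusted p-value of 0.0136. Its log2 ratio in root on day 2 was 2.08 ± 0.82 (SD, n = 3) under acetic acid and -2.08 ± 0.11 (n = 3) in control. Under potassium acetate it rose by 3.26 in root on day 2 and by 1.97 on day 4. OsTIFY11d (Os10g0392400) rose in root by 2.95 ± 0.41 on day 2, with an adjusted p-value of 4.53e-05, and by 2.29 ± 0.41 on day 4, with an adjusted p-value of 0.0007. In shoot it rose by 0.61 ± 0.48 on day 2, with an adjusted p-value of 0.384, and by 1.84 ± 0.48 on day 4, with an adjusted p-value of 0.00962. Under the replicate block, OsTIFY11c rose by 4.16 and 3.28 in root and by 0.96 and 1.69 in shoot, and OsTIFY11d by 2.95 and 2.40 in root and by 0.77 and 1.35 in shoot. In that fit the shoot rises of day 4 no longer passed, with adjusted p-values of 0.0809 and 0.0899, and same-numbered arrays correlated at 0.02 in root and 0.10 in shoot. The block there took up acetic acid replicate 4 of shoot day 4. Between acetic acid and potassium acetate in root, OsTIFY11c was higher under acetic acid by 0.91 on day 2 and by 1.29 on day 4, and OsTIFY11d had values of 0.48 and -0.01. None of these passed the threshold, with adjusted p-values of 0.177, 0.197, 0.549 and 0.992.

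**Figure D3:**
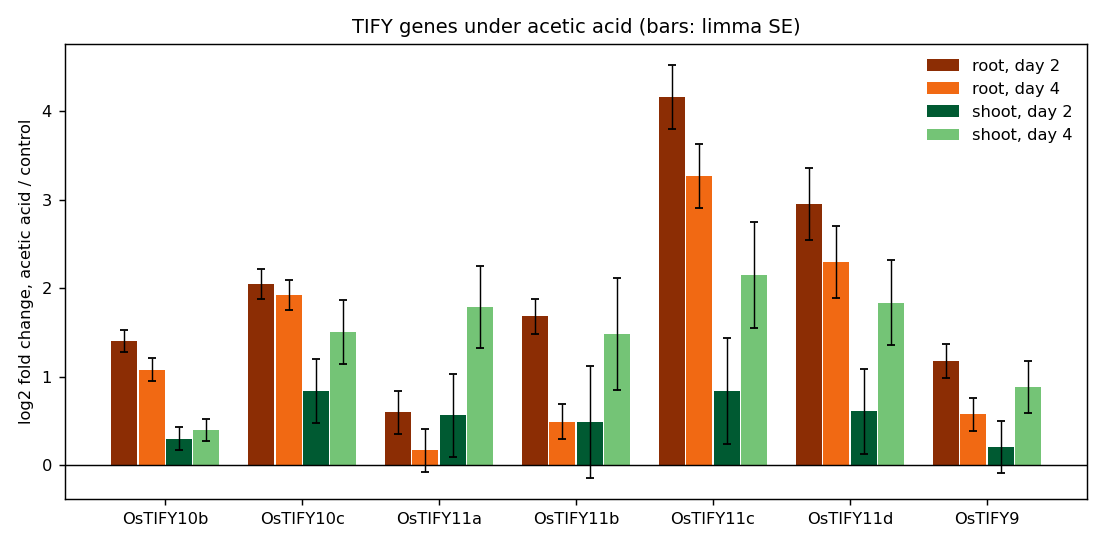
Log2 fold change of acetic acid against control (vertical axis) for 7 TIFY genes (horizontal axis) in root and shoot on day 2 and day 4, with limma standard errors (n = 3 arrays per group). OsTIFY11c had the largest rise in root, 4.16 on day 2, and the standard errors in shoot were wider than in root for most genes, for example 0.60 against 0.36 for OsTIFY11c.

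The transcription factors OsbZIP23 and OsbZIP46 act in abscisic acid signaling. Under acetic acid, OsbZIP23 (Os02g0766700) was higher in shoot by 0.84 ± 0.12 (SE, n = 3 per group) on day 2 and by 0.68 ± 0.12 on day 4, with adjusted p-values of 0.000505 and 0.00144. In root it had values of -0.32 ± 0.13 and -0.43 ± 0.13, with adjusted p-values of 0.0752 and 0.0246. OsbZIP46 (Os06g0211200) was higher in shoot by 0.53 ± 0.12 and 0.58 ± 0.12, with adjusted p-values of 0.00452 and 0.0029. In root it fell by 1.12 ± 0.19 on day 2 and by 0.67 ± 0.19 on day 4, with adjusted p-values of 0.000347 and 0.0182. With the replicate block, OsbZIP23 had values of 1.02 and 0.73 in shoot and -0.32 and -0.40 in root, and OsbZIP46 of 0.66 and 0.67 in shoot and -1.12 and -0.65 in root, beside same-numbered correlations of 0.02 in root and 0.10 in shoot. In that fit the adjusted p-value of OsbZIP23 in root on day 4 was 0.13. Without the block, only the fall of OsbZIP46 in root on day 2 reached the minimum fold change under acetic acid. The other acetic acid values of both genes, the shoot rises included, were therefore not changed probes. With the block, OsbZIP23 in shoot on day 2 also reached the minimum, at 1.02. Under potassium acetate, OsbZIP46 in root on day 2 had a value of -1.13, and of -1.34 with the block.

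The largest changes under acetic acid were larger in root than in shoot. In root on day 2 the largest rises were those of Os06g0591200, a conserved hypothetical protein, at 7.72 ± 0.31 (SE, n = 3 per group), and of Os03g0267000, the small heat shock protein Oshsp18.0, at 7.04 ± 0.22. The largest falls were those of Os10g0580400, annotated as a urea active transporter-like protein, at -4.60 ± 0.38, and of Os03g0291500, annotated as asparagine synthetase, at -4.10 ± 0.38. In root on day 4, Os07g0526400, annotated as chalcone synthase, rose by 6.31 ± 0.56 and Os04g0339400, of the aldo/keto reductase family, by 5.96 ± 0.23. The conserved hypothetical protein Os02g0595900 had a value of -3.86 ± 0.28 and Os10g0554200, annotated as a nitrate transporter, of -3.85 ± 0.55. Their adjusted p-values ran from 9.56e-12 for Os03g0267000 to 0.000106 for Os10g0554200. Under the replicate block, these 8 changes lay between 5.70 and 7.72 for the rises and between -4.60 and -3.55 for the falls, beside a same-numbered correlation of 0.02 in root.

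In shoot, the conserved hypothetical protein Os03g0431600 rose by 3.10 ± 0.98 on day 2 and by 4.13 ± 0.98 on day 4. Os04g0561500, annotated as prolyl endopeptidase, rose by 2.41 ± 0.39 on day 2, and Os01g0647200, an unclassifiable transcript, by 4.38 ± 1.20 on day 4. A glutaredoxin, Os01g0368900, had values of -3.12 ± 0.36 on day 2 and -2.76 ± 0.36 on day 4. Os10g0552600, of the lipid transfer and seed storage protein family, had a value of -2.38 ± 0.51 on day 2, and Os01g0357100, annotated as ferredoxin-nitrite reductase, of -2.34 ± 0.31 on day 4. Their adjusted p-values ran from 0.0003 to 0.0285. With the replicate block, Os01g0647200 no longer passed, at 4.55 with an adjusted p-value of 0.0511, beside a same-numbered correlation of 0.10 in shoot. The block took up acetic acid replicate 4 of each day. The day 2 rise of Os03g0431600 was 4.40 in that fit and ran from 1.70 to 4.10 on leaving out 1 array. It lay on the other side of the threshold in 4 alternative fits.

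Between the 2 acetate treatments, Os06g0219900, of the phosphate-induced protein family, was higher under acetic acid in root on day 2 by 2.57 ± 0.33 (SE, n = 3 per group), and the late embryogenesis abundant protein Os01g0968100 had a value of -2.86 ± 0.18. In root on day 4, Os07g0526400, annotated as chalcone synthase, was higher by 3.35 ± 0.56, and Os11g0593000, of the phosphoesterase family, had a value of -1.62 ± 0.23. In shoot on day 2, Os02g0677300, annotated as CRT/DRE binding factor 1, was higher by 1.90 ± 0.26. Their adjusted p-values were 0.00135, 2.09e-06, 0.0333, 0.0155 and 0.0401. With the replicate block the first 2 passed, at 2.34 and -2.96, and the last 3 did not, with adjusted p-values of 0.3, 0.219 and 0.0891, beside same-numbered correlations of 0.02 in root and 0.10 in shoot.

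The Cy3 channel, which per the labels carried RNA of untreated plants of the same tissue, was compared with the Cy5 channel of the control arrays. Over 48 probes of light-harvesting chlorophyll a/b-binding proteins, the mean log2 signal was 16.30 in Cy3 of the 18 root arrays and 11.60 in Cy5 of the 6 control root arrays. On shoot arrays it was 16.03 in Cy3 and 16.90 in Cy5 of the controls. Across 38993 probes, which are not independent replicates, the mean Cy3 signal of root arrays correlated with the mean Cy5 signal of control root arrays at 0.767 and with that of control shoot arrays at 0.988 (Pearson). The comparisons of treatments within a tissue set arrays with a similar Cy3 signal against each other, and with Cy5 alone 2673 probes changed under acetic acid in root on day 2, against 2383 from the ratios.

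**Figure D4:**
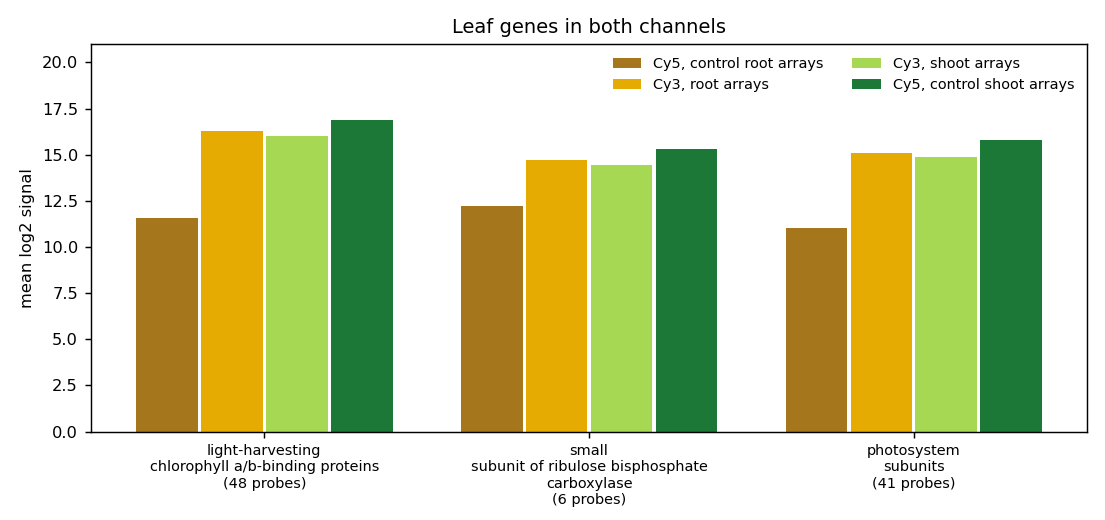
Mean log2 signal (vertical axis) of probes for 3 classes of photosynthesis genes (horizontal axis) in Cy5 of control root arrays, Cy3 of root arrays, Cy3 of shoot arrays and Cy5 of control shoot arrays. For light-harvesting chlorophyll a/b-binding proteins, Cy3 of root arrays stood at 16.30, near Cy3 of shoot arrays at 16.03, and Cy5 of control root arrays at 11.60.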

Values the study reported

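The study counted at least 16 JAZ/TIFY genes in rice, of which its array carried 14, and stated that 7 of them were upregulated in the roots of plants given acetic acid.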

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

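Of the tests in this part, the use of the estimated inter-gene correlation to explain the calls of the lists, the separate count of splits that mixed the groups on both sides, the differences taken within slides, those on the lists in the Cy3 channel, the splits for the glutathione S-transferase and heat shock protein lists, and both tests on the origin of the Cy3 signal were chosen only after the result was seen.

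The acetic acid effect in root differed between the days for 135 probes, by the interaction contrast. The same contrast in the Cy3 channel alone, which holds no treated sample, gave 1 probe, with 1862 at an unadjusted p-value under 0.05. Effects of arrays or slides on Cy3 therefore accounted for few of the 135. Cy5 alone gave 154 probes, so the Cy3 signal was not the source. With the slide as a random block the count was 243, at a slide correlation of -0.232, so the count rose and this test did not settle the part of slides. Taken within the slide that held both groups of each day, 135 of the 135 probes kept their direction, with a median difference of 1.54 against 1.58 pooled, although the probes were chosen on arrays that include these. Leaving out 1 array at a time gave as few as 66 probes, and as many as 350. Of 32 splits that exchanged arrays between acetic acid and control within each day, 7 gave as many probes. Splits that kept the real groups on at least 1 day still hold a treatment effect, and splits that mixed the groups put that effect into the spread, so neither kind tests the difference between the days itself. Of the 18 splits that mixed the groups on both days, 0 gave as many and the highest count was 0, with 157 to 3260 probes at an unadjusted p-value under 0.05. A grouping by chance is therefore left open by the splits, and the size of the count depended on single arrays. The Cy3 channel gave 1 probe. Root arrays of different groups deviated from their group means with a mean correlation of -0.03 on the same slide, against 0.003 on different slides. The Cy3 count argues against slide effects on Cy3 as the source of most of the 135 probes. The correlations cannot decide on slide effects. All acetic acid arrays of day 2 lay on 1 slide, as did each potassium acetate group, and taking off their group mean also took off any slide effect. The random block did not settle the part of slides, and the values within slides were largely fixed by the choice of probes. A slide effect on Cy5 alone is therefore not excluded.

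In the shoot the same contrast gave 0 probes, with 5599 at an unadjusted p-value under 0.05. The Cy3 channel alone gave 0 probes (2166 at an unadjusted p-value under 0.05), Cy5 alone 0 (5006), the slide as a random block 0 (6882), and leaving out 1 array gave from 0 to 17 (4137 to 6724 in the fits with no probe). Array weights gave 47 probes and the log ratio of the scanner software 1, so a small difference between the days is not excluded. All 32 of the 32 splits gave as many, which a count of 0 fixes in advance. Whether the day difference itself differed between root and shoot was not tested.

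The acetic acid effect differed between root and shoot for 2484 probes on day 2 and for 1680 probes on day 4, by the interaction contrast. The Cy3 channel alone gave 28 and 12 probes, with 3407 and 1674 at an unadjusted p-value under 0.05. Cy5 alone gave 2784 and 1654 probes, and leaving out 1 array gave no fewer than 2299 and 1412. With the slide as a random block the counts were 2376 and 1740, at a slide correlation of -0.198, so this test did not settle the part of slides. On day 4, the shoot arrays of acetic acid and control shared no slide. Taken within slides, 2483 of the 2484 probes of day 2 kept their direction, with a median of 1.52 against 1.41 pooled, on probes chosen with the same arrays. On each day, 3 of 32 splits that exchanged arrays within each tissue gave as many probes. The 18 splits that mixed the groups in both tissues gave at most 2 probes on day 2 and 1 on day 4, and the splits with as many probes kept the real groups in at least 1 tissue. As for the days, neither kind of split tests the difference between the tissues itself. A hypothesis is that the response differed in size or in genes between root and shoot. The splits do not tell this apart from a grouping by chance. The 28 and 12 probes of the Cy3 channel argue against slide effects on Cy3 as the main source. Slide effects on Cy5 alone are not excluded on either day.

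Gene lists also differed between the tissues. The abscisic acid list had a root minus shoot difference of -0.31 on day 2 and -0.36 on day 4, the glutathione S-transferase list of 0.98 on day 2, and the heat shock protein list of 0.65 on day 2 and 0.40 on day 4. In the Cy3 channel alone, these differences were 0.0205, -0.00663, 0.172, 0.0592 and 0.00589, in the same order. The value of 0.172 for glutathione S-transferases is small beside 0.98 but leaves open that effects of arrays or slides added to it. With the inter-gene correlation estimated from the data, the adjusted p-values were 0.296, 0.274, 0.296, 0.142 and 0.23, so 0 of these calls held, with 3 of the 18 tests at an unadjusted p-value under 0.05. Genes of a list that move together from array to array are thus a candidate explanation for the calls. Of 32 splits, 4 gave as large a difference for the abscisic acid list on day 2 and 1, the real one, on day 4. For glutathione S-transferases on day 2 the number was 7, and for heat shock proteins it was 8 on day 2 and 7 on day 4. Among the 18 splits that mixed the groups in both tissues, 0 gave as large a difference for any of these 5, but mixing also reduces the treatment effect itself. For the differences that had not passed the threshold, as many as 14 splits on day 2 and 28 on day 4 for jasmonate, and 15 on day 4 for glutathione S-transferases, gave as large a value.

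The Cy3 signal of root arrays held genes of photosynthesis, although the labels give root as the tissue of the reference. Over lists of marker genes, the mean log2 signal in Cy3 of root arrays lay above Cy5 of control root arrays by 4.70 for light-harvesting chlorophyll a/b-binding proteins (48 probes), by 2.49 for the small subunit of ribulose bisphosphate carboxylase (6 probes) and by 4.03 for photosystem subunits (41 probes). For each list, 18 of 18 root arrays lay above the highest of the 6 control root arrays. The median difference over all 38993 probes was -0.99, so the scale of the channels does not explain the rises. If root and shoot arrays had carried references of their own tissue, the Cy3 difference between root and shoot arrays would follow the Cy5 difference closely, and the slope of the one on the other was 0.00507. Cy5 of control root arrays correlated with Cy5 of control shoot arrays at 0.783, against 0.988 for Cy3 of root arrays. This was meant to test a swap of the dyes on root arrays, but its outcome was fixed in advance. A swap would put root RNA in Cy3 whether the reference came from root or shoot, so it could not give a shoot-like Cy3 signal. A candidate explanation is that the same reference RNA, from shoots or holding much shoot RNA, was used on all arrays, and no biological explanation was tested.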

How the results depend on the processing

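No alternative in this part was chosen after the result was seen, and every one could be fitted. Counts of changed probes stayed within 1.5 times their value in 264 cases and moved further in 72. The means of the jasmonate and abscisic acid lists kept their direction and side of the threshold in 230 cases, with 8 weaker and 2 reversed, and correlations of effects moved by less than the spread between replicates in 67 cases and by more in 13. Of the other values, 1340 of the named genes' values were unchanged in call, 81 weaker, 61 stronger and 6 reversed. A call here was the side of an adjusted p-value of 0.05 alone, without the minimum fold change. The means of the glutathione S-transferase and heat shock protein lists, of the jasmonate and abscisic acid lists under potassium acetate, and of the ethylene list in root held in 538 cases, with 28 weaker and 34 stronger. The ethylene list was added to these after its means had been seen. Rank correlations held in 56, with 24 moved. The means of the auxin, brassinosteroid, cytokinin and gibberellin lists, and of ethylene in shoot, were followed only through counts of passing tests. Of the 40 tests of these 5 lists against control, of which 0 passed, 6 passed with median centring, 3 each with no filter, the replicate block and the mean of all probes of a locus, 2 each with the compared groups only and array weights, and 1 each with Cy5 alone and the slide as a random block. The other 4 fits gave 0, with 6 at an unadjusted p-value under 0.05 without background correction and with marked spots kept, 3 with the log ratio of the scanner software and 0 with the estimated correlation. All but 1 of the passing tests, auxin under acetic acid in shoot on day 2 with median centring, had lower means. The cause was not tested for any of the changes below. Median centring brought the median of all probes to -0.12, from 0.01, for acetic acid in root on day 4, and in the other contrasts and scalings the median lay closer to 0.

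With no minimum fold change, the counts for acetic acid against control were 13468 and 10203 in root and 9845 and 12457 in shoot, on day 2 and day 4, and those for potassium acetate 11693, 9267, 12327 and 11708. Acetic acid against potassium acetate then gave 1318 and 52 probes in root and 3 in shoot on day 2, the day difference 212 in root and 3 in shoot, and the tissue differences 12474 and 10521. At an adjusted p-value under 0.01, acetic acid against potassium acetate gave 59 and 1 probes in root and 0 in shoot on day 2, with 1836 at an unadjusted p-value under 0.05, and the day difference in root 42.

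With the log ratio of the scanner software, acetic acid gave 2555 probes in root on day 4 and 823 and 1388 in shoot. Potassium acetate gave 3211 and 2409 in root and 1144 and 1495 in shoot. Acetic acid against potassium acetate gave 10 in root on day 4, the day difference in shoot 1, and the effect correlation in shoot on day 4 was 0.921. Median centring gave 29 and 1 probes for acetic acid against potassium acetate in root on day 4 and shoot on day 2, and 9 tissue differences of lists in place of 5. Cy5 alone gave 207 and 7 probes for acetic acid against potassium acetate in root, and an effect correlation of 0.928 in shoot on day 4.

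Array weights gave 404 and 175 probes for acetic acid against potassium acetate in root, 8 in shoot on day 2, 456 for acetic acid in shoot on day 2, and day differences of 815 in root and 47 in shoot. The effect correlations of day 4 were then 0.868 in root and 0.902 in shoot, and the mean of the abscisic acid list under acetic acid in root on day 2 reversed to 0.018, from -0.00547. With only the compared groups fitted, acetic acid against potassium acetate gave 1 and 4 probes in root and 0 in shoot on day 2, with 1927 at an unadjusted p-value under 0.05, and the day difference in root 88. The replicate block gave 619 probes for acetic acid in shoot on day 2, 0 for acetic acid against potassium acetate in root on day 4, with 2487 at an unadjusted p-value under 0.05, 80 for the day difference in root, and an effect correlation of 0.927 in shoot on day 4. The slide as a random block gave 52 probes for acetic acid against potassium acetate in root on day 4 and 243 for the day difference in root. Effects from different days correlated at 0.865 and 0.845 in root and 0.706 and 0.717 in shoot.

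With the inter-gene correlation estimated, 0 of 72 list means and 0 of 18 tissue differences passed, with 13 and 3 at an unadjusted p-value under 0.05. The means themselves cannot change in this fit: jasmonate stayed at 0.79 and 0.56 in root and 0.29 and 0.63 in shoot, abscisic acid at 0.28 and 0.25 in shoot, and its tissue differences at -0.31 and -0.36. The calls of the lists, though not their means, therefore rest on the preset correlation of 0.01.

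Leaving out 1 array at a time, acetic acid gave from 145 to 458 probes in shoot on day 2 and from 449 to 1126 on day 4. Acetic acid against potassium acetate gave from 79 to 206 and from 0 to 17 in root, and from 0 to 4 in shoot on day 2. The fits with 0 had 3330 and 3851 probes in root on day 4, and 1526 and 1720 in shoot on day 2, at an unadjusted p-value under 0.05. The day difference ran from 66 to 350 in root and from 0 to 17 in shoot. Effect correlations ran from 0.885 to 0.934 and from 0.858 to 0.928 in root, and from 0.910 to 0.955 in shoot on day 4. The abscisic acid mean under acetic acid in root on day 2 ran from -0.0403 to 0.0412, the latter without acetic acid replicate 1.

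Values of a pair of TIFY genes reversed. OsTIFY11a (Os03g0180800) under potassium acetate in root on day 2 had -0.0857 with Cy5 alone, -0.0909 with the replicate block and from -0.0226, without control replicate 1, to 0.36 on leaving out 1 array. In root on day 4 it ran from -0.00417 to 0.417 under acetic acid and from -0.0273 to 0.394 under potassium acetate, lowest without control replicate 1. OsTIFY11b (Os03g0181100) ran from -0.0427, without control replicate 1, to 1.05 under potassium acetate in shoot on day 4. With the replicate block, the values of named genes kept their call, by the adjusted p-value alone, in 73 cases, and 11 were weaker, 8 stronger and 1 reversed.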

Other observations

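The tests on nitrogen genes in this part were chosen only after the result was seen, and the splits and the comparisons of the Cy3 channel were not.

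Arrays of 2 groups were exchanged to see how often other splits gave a result as large. Of the 10 splits of 6 arrays, 4 parted as many arrays with the same replicate number as the real split, and only these were compared with it. For acetic acid against control, 1 of 4 splits, the real one, gave as many changed probes in root and in shoot on both days, and the same held for potassium acetate. In these 8 contrasts the other comparable splits gave 0 changed probes, with between 405 and 5273 at an unadjusted p-value under 0.05, against at least 13716 in the real splits. For acetic acid against potassium acetate it was 1 of 4 in root on both days and in shoot on day 2, and 4 of 4 in shoot on day 4, where the count was 0 with 1167 probes at an unadjusted p-value under 0.05. In root on day 2, 1 of the splits that parted another number of pairs gave 154 probes, more than the 130 of the real split. For the jasmonate list under acetic acid, 1 of 4 splits gave as large a mean in root on both days and in shoot on day 4, and 2 of 4 in shoot on day 2. For the abscisic acid list these were 4 of 4 in root on day 2, and 1 of 4 in root on day 4 and in shoot on both days. With 4 comparable splits the share could not fall below 1 of 4, so this count alone cannot exclude a grouping by chance.

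The contrasts were repeated on the Cy3 channel alone, which holds no treated sample, to see what effects of arrays and slides give. In root, acetic acid against control gave 34 probes on day 2 and 8 on day 4, potassium acetate against control 30 and 14, and acetic acid against potassium acetate 6 and 0. Probes at an unadjusted p-value under 0.05 numbered 3554, 1910, 3665, 2304, 7039 and 2303, in the same order. In shoot, each of the 6 contrasts gave 0 probes. There the probes at an unadjusted p-value under 0.05 numbered 3227 and 1421 for acetic acid, 4492 and 1109 for potassium acetate, and 191 and 1020 for acetic acid against potassium acetate, the last of which gave 0 in the ratios as well. In the other 11 contrasts, the Cy3 channel gave fewer changed probes than the ratios did. For acetic acid against potassium acetate in root on day 2, however, where the groups shared no slide, the 7039 probes at an unadjusted p-value under 0.05 in Cy3 were close to the 7326 of the ratios, so effects of arrays or slides remain an explanation for part of that contrast.

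A pair of DRE-binding protein genes with adjacent locus numbers on chromosome 8 was looked up after the data were seen, by the annotation of the array. Os08g0545500, annotated as DRE-binding protein 1A, had a log2 fold change in root on day 2 of 4.51 ± 0.30 (SE, n = 3 per group) under acetic acid and of 3.62 under potassium acetate, with adjusted p-values of 2.56e-08 and 4.11e-07. On day 4 it had 0.98 under acetic acid, with an adjusted p-value of 0.0261. Os08g0545400, annotated as DREB1C, had 2.21 ± 0.17 under acetic acid and 1.86 under potassium acetate in root on day 2, with adjusted p-values of 8.94e-08 and 8.2e-07, and -0.22 under acetic acid on day 4, with an adjusted p-value of 0.375. In shoot under acetic acid, Os08g0545500 had -0.26 on day 2 and -0.44 on day 4, with adjusted p-values of 0.0273 and 0.00193.

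Several of the largest falls under acetic acid were genes annotated for nitrogen transport or assimilation. The hypothesis that nitrogen uptake and assimilation genes fell together was tested on the loci annotated so, after 4 loci among the largest falls were left out. The mean log2 fold change of the others was -0.19 in root on day 2, lower in 3 of 3 arrays, and -0.35 on day 4, lower in 3 of 3, over 38 loci, and 0.00837 in shoot on day 2, lower in 2 of 3, and -0.0776 on day 4, lower in 3 of 3, over 39 loci. The adjusted p-values were 0.458, 0.362, 0.871 and 0.458, so a joint fall of these genes was not found in the fit without the replicate block.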
